A study of Mus musculus with 16 samples.

How the data were processed

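Left ventricles of 16 mice on the Bl6J background were profiled by RNA sequencing, 4 mice in each of 4 groups. The mice were wild type (WT) or homozygous for P635L, a missense mutation in RBM20, a splicing factor of the heart. At 4 weeks of age each mouse had received 1e12 viral genomes of the adeno-associated virus AAV9 into the tail vein. The virus carried either the Tnpo3 cDNA, which encodes a nuclear import receptor, or a control construct expressing Cre recombinase and green fluorescent protein. Hearts were taken 12 weeks later, at 16 weeks of age. Both sexes were used per the labels, which do not give the sex of single mice. Groups are named WT Ctr, WT Tnpo3, P635L Ctr and P635L Tnpo3, and each mouse gave 1 library. Per the labels' protocols, RNA was extracted with a column kit, polyadenylated RNA was selected with magnetic beads, and stranded libraries were made with a directional kit.

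The deposited gene table holds raw counts per gene, made by the authors with featureCounts per the file header. The aligner, the genome build, the annotation, the versions and whether strand was used in counting are not stated, so genes that overlap another gene on the other strand are reported as uncertain. The table lists 56953 genes. Symbols came from the authors' splicing tables for 11276 of them and from a supplied table of gene names for 40786. The other 4891 keep their identifiers. A supplied annotation of the mouse genome (GENCODE M21, GRCm38) holds 52029 of the genes but gives only 1446 of them the same start and end, so the authors' build is another one. All coordinates are printed as the deposited files give them, without a named build. The authors' deposited differential expression tables hold log2 fold changes with p-values and adjusted p-values from DESeq2 per the file headers, for 3 comparisons, each against WT Ctr. The authors' deposited splicing tables come from rMATS per the file headers. They cover the same 3 comparisons and 5 event types, with junction read counts and an inclusion level from 0 to 1 for each of 4 libraries per group, and an rMATS p-value and false discovery rate (FDR) per event. The tables do not state the order of the libraries within a group, so a library is called there by its listed position. A table that compares P635L Tnpo3 with P635L Ctr was not used here, and that comparison was made from the counts and junction reads.

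Gene counts were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test with robust fits, TMM factors, genes kept by filterByExpr). One model with a mean per group was fitted to all 16 libraries, with 12 residual degrees of freedom, and 18662 genes were tested. There were 4 contrasts between groups and 1 interaction, which asks whether the effect of the Tnpo3 virus differs between genotypes. Adjusted p-values are Benjamini-Hochberg values over all genes tested, a gene was called changed at an adjusted p under 0.05, and all tests were two-sided. Normalised counts are CPM with TMM factors. On counts simulated in 3 runs over 18200 to 18383 genes, of which 200 were changed, the test recovered 85.2% of the changed genes and 94.4% of those changed 4-fold, and 5.1% of its calls were false. A simulated gene had the same spread in all groups, while the real WT groups varied more than the P635L groups. All simulated changes were larger than the median change called for the mutation or for the virus in P635L hearts. These shares may therefore not hold for the real contrasts. A return of expression towards WT was measured as the slope through 0 of the log2 fold change between P635L Tnpo3 and P635L Ctr on that between P635L Ctr and WT Ctr, over the genes changed in the latter. A slope of -1 is a full return and 0 is none. Both fold changes share the P635L Ctr libraries, which pulls the slope below 0, so it was set against 100 simulated data sets in which the virus had no effect in mutant hearts.

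A splicing event was called changed at an rMATS FDR under 0.05, an absolute inclusion difference of at least 0.1 and a mean of at least 10 junction reads per library in both groups. The slope of inclusion differences was computed in the same way over events held in both mutant tables, and was set against 100 simulated data sets and, after the slope had been seen, against a second simulation and against events called between the WT groups. As another test, limma 3.58.1 was run on the log2 ratio of inclusion to skipping reads with a pseudocount of 0.5. In its planned form without weights it recovered few simulated changes, so precision weights with an overdispersion of 0.0369 were added after its first counts had been seen. In 11502 simulated events with 200 changed, the weighted form recovered 11% of changes of 0.2 and 66% of changes of 0.4, and 2.1% of its calls were false. Named events were compared between the mutant groups by an exact permutation test over the 70 assignments of 8 libraries, which cannot give a p below 0.0286.

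Named genes are, for each contrast, the 5 genes that rose most and the 5 that fell most among those called, with a mean log2 CPM of at least 1 and no overlap between the libraries of both groups; the overlap rule was dropped for the interaction. Tnpo3 and Rbm20 were added. Named events are, for the RBM20 targets with a changed event in P635L Ctr, the event with the smallest FDR per gene, up to 12 genes, and the 5 largest differences in other genes. The values of 1 named event are not reported here. There were 8 lists fixed beforehand (heart stress, extracellular matrix, calcium handling, fatty acid oxidation, RBM20 targets, SR proteins, lymphocyte and antigen presentation, interferon-stimulated), tested with limma's camera at a preset correlation of 0.01, with fry beside it, over 40 tests of a list in a contrast. Lists of cell type markers were also fixed beforehand, and lists of skeletal muscle genes, transcripts without a poly(A) tail and clock genes were added after the data had been seen.

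Library totals ran from 28493249 to 85922669 counts. Sequencing reads are not independent molecules, so counting error is only part of the spread between mice, which the tests use. A gene with at most 3 counts in every library of a group was treated as not detected there. The alternatives tried were other scaling factors (median-ratio, upper-quartile), DESeq2 1.42.0, limma-voom, other filters on low counts, a fold change threshold, the compared groups fitted alone, the replicate number as a block, a covariate for Xist, leaving out each library, other thresholds for events, and the authors' own tables. Alternatives without the libraries rich in a single gene or female-like in Xist, with counts thinned to one depth, and with a term inside the WT groups were added after the data had been seen. Scripts for data tables and plots used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.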

Results

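Left ventricles from 16 mice were profiled by stranded sequencing of polyadenylated RNA, with 4 mice in each of 4 groups that crossed genotype with virus. The genotypes were wild type (WT) and homozygous RBM20 P635L, a missense mutation of a splicing factor that acts on sarcomere and calcium-handling transcripts of the heart. The viruses were AAV9 vectors carrying either Tnpo3, whose product is a nuclear import receptor for serine- and arginine-rich proteins, or a control construct (Ctr). Library totals ran from 28493249 counts in WT Ctr replicate 1 to 85922669 counts in P635L Ctr replicate 2, and 18662 genes were tested. A single gene, ENSMUSG00000119584, held 19.96% of the counts in WT Ctr replicate 2, 21.22% in WT Ctr replicate 4 and 22.65% in WT Tnpo3 replicate 4. Its share in the other libraries lay between 0.7% and 5.3%. Counts of Xist exceeded those of Y-linked genes in WT Ctr replicate 4, WT Tnpo3 replicate 2 and WT Tnpo3 replicate 4, and in 0 of the 8 P635L libraries. The sex mix was therefore not balanced between the genotypes.

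Tnpo3 (ENSMUSG00000012535, chromosome 6, 29540826 to 29609886) was examined first, as a check of the labels. Its normalised count was 44.8 ± 3.29 CPM (SD, n = 4) in WT Ctr and 320 ± 126 CPM (SD, n = 4) in WT Tnpo3. It was 44.5 ± 2.72 CPM (SD, n = 4) in P635L Ctr and 464 ± 214 CPM (SD, n = 4) in P635L Tnpo3. The lowest library with the Tnpo3 virus, at 231 CPM, lay above the highest with the control virus, at 49.4 CPM. The log2 fold change with the virus was 2.84 (SE 0.3, edgeR adjusted p = 0.000814) in WT hearts and 3.38 (SE 0.3, edgeR adjusted p = 1.49e-05) in P635L hearts. The alternative that moved the Tnpo3 fold change in WT most left out WT Tnpo3 replicate 4 and gave 2.53. The call in WT was lost in 2 of 24 alternatives, over which the adjusted p ranged from 4.73e-29 to 0.281. They left out the 3 libraries rich in ENSMUSG00000119584 (2.64, edgeR adjusted p = 0.281) and the 3 with high Xist (2.55, edgeR adjusted p = 0.102). A two-sided exact permutation test gave p = 0.0286 in each genotype, the smallest value that 4 against 4 libraries allow. The levels in the groups given the Tnpo3 virus did not differ beyond the spread between mice (exact p = 0.286), and the interaction of virus and genotype was 0.55 (SE 0.39, edgeR adjusted p = 0.588). Reads of Tnpo3 could include those of Irf5, which overlaps it on the other strand, because the use of strand in counting is not stated. Rbm20 itself (ENSMUSG00000043639, chromosome 19, 53665737 to 53855511) was at 245 ± 78.5 CPM in WT Ctr and 235 ± 23 CPM in P635L Ctr (SD, n = 4 each), with a log2 fold change of -0.06 (SE 0.2, edgeR adjusted p = 0.878). It did not differ in any of the other contrasts.

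**Figure D1:**
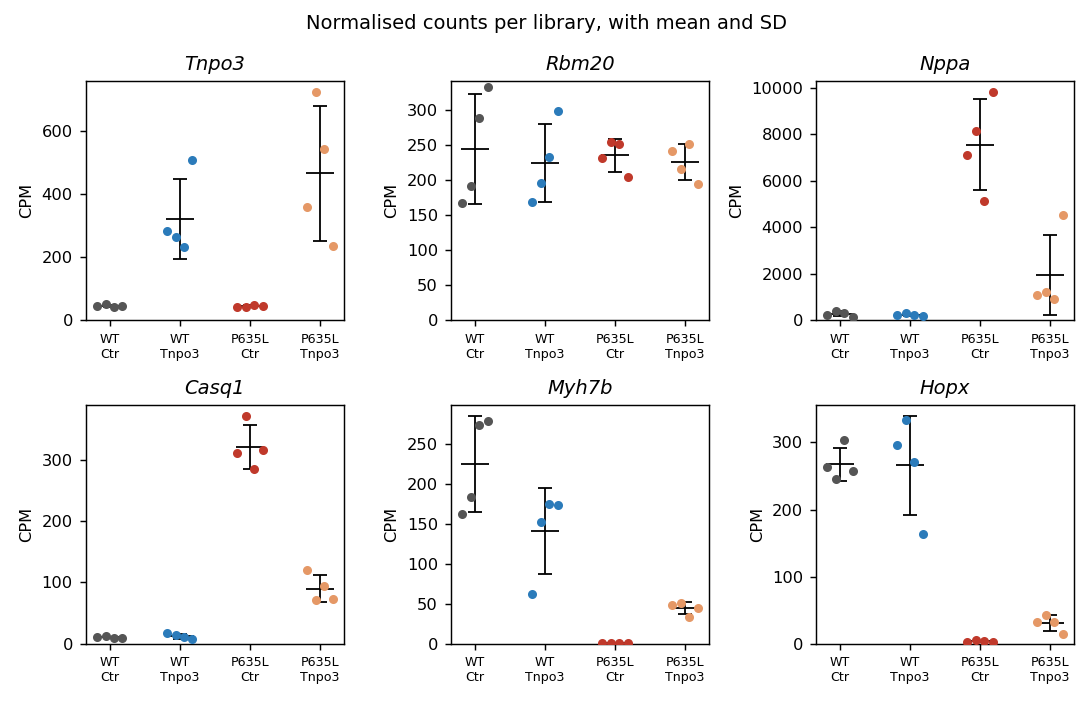
Normalised counts (CPM, linear axes from 0) of 6 genes in the 4 groups, with a point per library, a horizontal line at the group mean and bars of 1 SD. Tnpo3 lies between 231 and 723 CPM in the libraries given the Tnpo3 virus and between 41.6 and 49.4 CPM in the others, while Casq1 and Nppa are highest, and Myh7b and Hopx lowest, in P635L Ctr.

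The effect of the mutation was read from P635L Ctr against WT Ctr. At an adjusted p under 0.05, 2653 genes differed, of which 1320 were higher and 1333 lower in P635L Ctr, with a median absolute log2 fold change of 0.87. The alternative that moved this count most required an absolute log2 fold change of at least 1 and left 1128 genes. Without the 3 libraries rich in ENSMUSG00000119584, 1744 of the 2653 genes were called again, and without the 3 libraries with high Xist, 2281 were. The authors' deposited table lists 3378 genes at this threshold, of which 2572 were also called here. Among the genes that rose most, Casq1 (ENSMUSG00000007122, chromosome 1, 172037461 to 172047435) went from 10.2 ± 1.53 to 321 ± 36.7 CPM (SD, n = 4 each), a log2 fold change of 4.98 (SE 0.25, edgeR adjusted p = 1.46e-09). Nppa (ENSMUSG00000041616, chromosome 4, 148085179 to 148086536) went from 264 ± 107 to 7540 ± 1960 CPM (SD, n = 4 each), a log2 fold change of 4.84 (SE 0.52, edgeR adjusted p = 1.85e-05). The other genes named by the rule among those that rose were Fmod at 5.21, ENSMUSG00000120166 at 4.63 and Ltbp2 at 4.17 on the log2 scale. Among those that fell, Myh7b (ENSMUSG00000074652, chromosome 2, 155453132 to 155476227) went from 225 ± 60 to 0.764 ± 0.0432 CPM (SD, n = 4 each), a log2 fold change of -8.2 (SE 0.36, edgeR adjusted p = 9.86e-10). Hopx (ENSMUSG00000059325, chromosome 5, 77234835 to 77262968) went from 267 ± 24.8 to 3.82 ± 0.903 CPM (SD, n = 4 each), a log2 fold change of -6.12 (SE 0.32, edgeR adjusted p = 7.86e-09). Gm34302 changed by -9.4, Gm6969 by -6.51 and ENSMUSG00000120208 by -5.51 on the log2 scale. Gm6969 is annotated as a processed pseudogene and may share reads with its parent gene. Casq1, Nppa, Ltbp2, Myh7b and Hopx each overlap another gene on the other strand, so their counts carry the same uncertainty as those of Tnpo3.

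Of the gene lists fixed beforehand, the extracellular matrix list moved most clearly with the mutation. All 14 of its genes were tested, 14 had a positive fold change, the median log2 fold change was 1.56 and the adjusted p of limma's camera test was 1.42e-10. In that list 11 genes were changed over all genes tested and 11 when adjusted over the list alone. The heart stress list had a median of 1.06 (camera adjusted p = 0.00047), with 7 of 8 genes changed over all genes tested and 7 when adjusted over the list alone. Of these 7, the adjusted p reached or passed 0.05 for Rcan1 in 12 of 23 alternatives (0.0016 to 0.139) and for Nppb in 4 of 23 (0.00018 to 0.133). Within it, Myh7 went the other way, from 856 ± 224 to 139 ± 36.4 CPM (SD, n = 4 each; log2 fold change -2.62, SE 0.28, edgeR adjusted p = 6.55e-06). The calcium handling list had a median of -0.48 (camera adjusted p = 0.0083; 2 genes changed over all genes tested, 4 adjusted over the list alone), which became -0.31 without WT Ctr replicate 2 and -0.15 without the 3 libraries rich in ENSMUSG00000119584. Fatty acid oxidation had a median of -0.36 (camera adjusted p = 0.0298; 2 genes changed, and 2 adjusted over the list alone), which became -0.23 without WT Ctr replicate 2. SR proteins had a median of 0.17 (camera adjusted p = 0.0142; 2 changed, and 4 adjusted over the list alone), and the interferon list one of -0.94 (camera adjusted p = 0.000173; 5 changed, and 10 adjusted over the list alone). The SR protein median became 0.29 without WT Ctr replicate 3 and 0.29 without P635L Ctr replicate 4, and the interferon median became -0.36 without WT Ctr replicate 1. The RBM20 targets did not move together (median -0.16, camera adjusted p = 0.771; 9 of 29 genes changed, and 11 adjusted over the list alone). The lymphocyte and antigen presentation list was lower in 17 of 17 genes (median -1.93; 2 changed, and 0 adjusted over the list alone), but its median was 0.5 without WT Ctr replicate 1. Its camera adjusted p was 0.162, and 0.028 under the Xist covariate. Over 40 tests of a list in a contrast camera called 21. The alternative that moved this most was an estimated correlation between genes, under which 0 held. Under fry 4 held, namely heart stress, extracellular matrix and calcium handling in P635L Ctr against WT Ctr and calcium handling in P635L Tnpo3 against WT Ctr, with adjusted p of 0.00878, 0.00697, 0.0198 and 0.0237. The signs of the medians given here were the same under the median-ratio and upper-quartile scaling.

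The Tnpo3 virus in WT hearts was assessed in WT Tnpo3 against WT Ctr. Tnpo3 was the only gene of 18662 with an adjusted p under 0.05, and 597 genes had an unadjusted p under 0.05. The count was 3 without WT Tnpo3 replicate 3. The authors' deposited table lists 3 genes for this comparison, of which 1 was also called here. Between these 8 libraries, 10 of the 35 possible splits gave at least 1 gene, so the count does not stand apart from other groupings. The spread between WT libraries was wide, with a biological coefficient of variation of 0.328 in WT Ctr and 0.3 in WT Tnpo3, against 0.169 in P635L Ctr and 0.176 in P635L Tnpo3.

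The question of whether raised Tnpo3 shifts the mutant profile was addressed by P635L Tnpo3 against P635L Ctr. In the number of genes changed, P635L Tnpo3 against P635L Ctr gave 724, of which 305 were higher and 419 lower with the Tnpo3 virus. With 1 library left out the count lay between 282, without P635L Tnpo3 replicate 3, and 591, without P635L Tnpo3 replicate 4, and it rose to 2846 when these 8 libraries were fitted alone. Myh7b rose from 0.764 ± 0.0432 to 44.3 ± 7.32 CPM (SD, n = 4 each; log2 fold change 5.85, SE 0.33, edgeR adjusted p = 5.74e-08), which remained below the 225 ± 60 CPM of WT Ctr. Casq1 fell from 321 ± 36.7 to 89.9 ± 22.4 CPM (SD, n = 4 each; log2 fold change -1.84, SE 0.22, edgeR adjusted p = 0.000143), above the 10.2 ± 1.53 CPM of WT Ctr. Nppa fell from 7540 ± 1960 to 1930 ± 1720 CPM (SD, n = 4 each; log2 fold change -1.97, SE 0.46, edgeR adjusted p = 0.0277), and its adjusted p over 23 alternatives ranged from 7.01e-05 to 0.0885 and reached or passed 0.05 in 8 of them. Its level in P635L Tnpo3 rested on replicate 4, without which the mean was 1070 CPM. The other named genes that rose were Gm34302 at 6.74, ENSMUSG00000120208 at 3.72 and Rhd at 3.22 on the log2 scale, besides Tnpo3. The others that fell were Fmod at -2.14, Mthfd2 at -1.83 and Mybpc2 at -1.82. Mybpc2 overlaps a gene on the other strand. The adjusted p of Fmod passed 0.05 in 8 of 23 alternatives and that of Mthfd2 in 4 of 23.

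Across the 2653 genes changed by the mutation, the slope of the virus effect on the mutation effect, or expression recovery slope, was -0.436, with an SD of 0.095 over the 4 P635L Tnpo3 libraries. In 94.2% of these genes the virus effect had the opposite sign to the mutation effect. Of them, 570 were changed back by both tests and 0 were changed further in the same direction. The P635L Ctr libraries enter both fold changes, and 100 simulated data sets without a virus effect gave slopes from -0.102 to -0.064, with 64.1% of genes of opposite sign on average. The alternative that moved the slope most used 2 of the 4 P635L Ctr libraries for one fold change and the others for the other, and its 6 splits gave slopes from -0.424 to -0.324. Leaving out the 3 libraries rich in ENSMUSG00000119584 gave -0.374. The slopes of single P635L Tnpo3 libraries were -0.488, -0.452, -0.53 and -0.311 for replicates 1 to 4. As a list, 10 clock output genes also moved between these groups. Their median log2 fold change was -0.92 in P635L Ctr against WT Ctr and 0.92 in P635L Tnpo3 against P635L Ctr. The first became -0.55 without WT Ctr replicate 4, and the hour of harvest is not given in the labels.

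**Figure D2:**
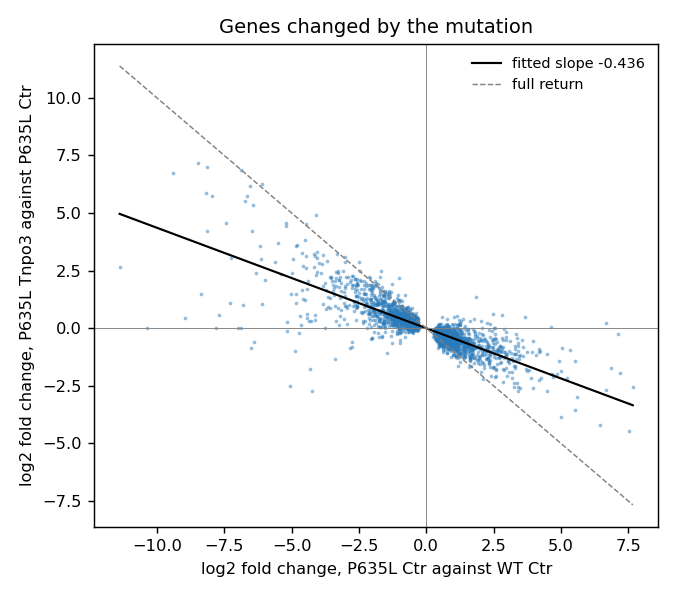
Log2 fold change of P635L Tnpo3 against P635L Ctr (vertical axis) against that of P635L Ctr against WT Ctr (horizontal axis), with a point for each of the 2653 genes changed by the mutation. The solid line is the fitted slope through 0 of -0.436, the dashed line marks a full return to the WT level, and most points lie between the dashed line and the horizontal axis.

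What remained different was read from the genes changed, P635L Tnpo3 against WT Ctr, of which there were 573, 278 higher and 295 lower. Upper-quartile scaling gave 350 higher and 246 lower. The count was 282 without P635L Tnpo3 replicate 4. The authors' deposited table lists 1198 genes, of which 568 were also called here. Casq1 was still higher by 3.15 (SE 0.23, edgeR adjusted p = 6.17e-07) and Hopx still lower by -3.11 (SE 0.28, edgeR adjusted p = 8.46e-06) on the log2 scale, with Hopx at 30.9 ± 11.7 CPM (SD, n = 4). ENSMUSG00000120166 at 4.67, Ltbp2 at 3.13 and Fmod at 3.06 were also higher, besides Tnpo3 at 3.37. Gm6969 at -7.35, Fmn1 at -4.02, Gm34302 at -2.65 and Cenpf at -2.42 were lower. Fmn1 overlaps genes on the other strand. It was at 1.31 and 1.55 CPM in WT Tnpo3 replicates 1 and 4, against 12.6 and 13.2 CPM in replicates 2 and 3. ENSMUSG00000120166 was at 2.91, 3.58 and 3.04 CPM in WT Tnpo3 replicates 1, 2 and 4, and at 0.224 CPM in replicate 3. Its mean was 0.24 CPM in WT Ctr and 6.38 CPM in P635L Tnpo3. Both genes therefore also differed between WT mice. Over 23 alternatives the adjusted p reached or passed 0.05 in 4 for Fmod (3.76e-07 to 0.178), in 2 for Gm34302 (0.000448 to 0.0763) and in 1 for Ltbp2 (3.96e-08 to 0.101). The virus effect differed between the genotypes in 94 genes, 55 with a more positive and 39 with a more negative effect in P635L hearts. Assigning the viruses at random within each genotype gave as many genes in 5 of 100 assignments, the real one included. The count was 221 without WT Tnpo3 replicate 4 and 52 without P635L Tnpo3 replicate 3.

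In P635L hearts the virus moved the extracellular matrix, heart stress and interferon lists in the direction opposite to the mutation, each with a camera adjusted p under 0.05. The extracellular matrix list had a median log2 fold change of -0.8 (camera adjusted p = 2.78e-06; negative in 13 of 14 genes; 3 changed over all genes tested, and 6 adjusted over the list alone). The heart stress list had a median of -0.58 (camera adjusted p = 0.0298; negative in 6 of 8 genes; 2 changed, and 6 adjusted over the list alone). The interferon list had a median of 0.25 (camera adjusted p = 0.0378; 0 changed with 1 adjusted over the list alone), which was 0.05 without P635L Tnpo3 replicate 2 and 0.41 without P635L Ctr replicate 1. For calcium handling, fatty acid oxidation, SR proteins and RBM20 targets the medians were -0.07, 0.06, -0.03 and -0.07, with camera adjusted p of 0.859, 0.859, 0.571 and 0.121. These 4 medians were near 0 and turned on single libraries, at 0.03 and 0.01 for calcium handling and RBM20 targets without P635L Ctr replicate 3, 0 for fatty acid oxidation without P635L Ctr replicate 2 and 0.02 for SR proteins without P635L Ctr replicate 1. The median of SR proteins was 0 under upper-quartile scaling. The lymphocyte list had a median of -0.52 (camera adjusted p = 0.835), which was 0.03 without P635L Ctr replicate 1. None of these calls held under fry, where the smallest adjusted p of the contrast was 0.0849. In WT Tnpo3 against WT Ctr the heart stress list was also lower (median -0.4, camera adjusted p = 0.000604, fry adjusted p = 0.208; negative in 8 of 8 genes, 0 changed, and 0 adjusted over the list alone). That median was -0.26 without WT Ctr replicate 2 and -0.6 without WT Ctr replicate 4. The interaction of virus and genotype for this list had a camera adjusted p of 0.571, so its fall was not shown to be particular to P635L hearts. Camera also called the RBM20 targets lower in WT Tnpo3 against WT Ctr (median -0.06, camera adjusted p = 0.0298, fry adjusted p = 0.194). Of the 29 genes tested in that list 19 were negative, and 0 were changed. The interaction was called for the matrix list (median -0.77, camera adjusted p = 2.78e-06) and the interferon list (median 0.64, camera adjusted p = 0.0202), the latter at 0.18 without WT Ctr replicate 1, and fry called neither (adjusted p of 0.16 and 0.525). In P635L Tnpo3 against WT Ctr the matrix list had a median of 0.74 (camera adjusted p = 3.18e-06), which was 1.18 without WT Ctr replicate 1, and the calcium handling list one of -0.43 (camera adjusted p = 0.00049). Camera also called heart stress (median 0.57, adjusted p = 0.00491; 0.36 without P635L Tnpo3 replicate 4) and interferon (-0.52, adjusted p = 0.00483; -0.22 without WT Ctr replicate 1) in this contrast. It called fatty acid oxidation (-0.32, adjusted p = 0.0083; -0.21 without P635L Tnpo3 replicate 4) and SR proteins (0.15, adjusted p = 0.0142; 0.28 without WT Ctr replicate 3 and 0.1 without WT Ctr replicate 2) as well. Without the 3 libraries rich in ENSMUSG00000119584 these last medians were -0.16 and 0.05, and that of the interferon list was -0.91. The lymphocyte list was called too (-1.89, adjusted p = 0.035), with a median of 0.08 without WT Ctr replicate 1.

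Splicing was compared through the authors' deposited rMATS tables. In P635L Ctr against WT Ctr, 870 events in 671 genes were changed, 362 with more and 508 with less inclusion. Of these 575 were skipped exons, 91 retained introns, 84 alternative 3' splice sites, 65 mutually exclusive exons and 55 alternative 5' splice sites. In P635L Tnpo3 against WT Ctr there were 728 changed events in 611 genes, and 225 of them were retained introns, of which 183 were more retained. In WT Tnpo3 against WT Ctr there were 298 changed events in 268 genes. The alternatives that moved these counts most were fits by limma on logits. The form with weights recovered 11% of simulated changes of 0.2 and 66% of those of 0.4. Missed changes may therefore be part of the lower counts. With weights and all libraries, limma called 24 events for P635L Ctr, of which 22 were also called from the authors' tables, 3 for P635L Tnpo3 and 0 for WT Tnpo3. At an unadjusted p under 0.05 it found 1240, 1165 and 573 events. With 1 library left out the first count fell as far as 13, without the P635L Ctr library listed as the second, and the next as far as 0, without the WT Ctr library listed as the first or as the fourth. Limma without weights called 35, 2 and 0. Of the 809 events changed in P635L Ctr and held in both mutant tables, 204 were also called in P635L Tnpo3 against WT Ctr.

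Of 30 RBM20 targets listed beforehand, 14 had a changed event in P635L Ctr, with 52 such events in all. The inclusion of a Ttn exon (chromosome 2, 76678623 to 76678700) was 0.038 ± 0.048 in WT Ctr, 0.975 ± 0.051 in P635L Ctr and 0.184 ± 0.082 in P635L Tnpo3 (SD, n = 4 each), from means of 40.8, 87.8 and 52.8 junction reads per library. A Camk2d exon (chromosome 3, 126599506 to 126599565) was included at 0.044 ± 0.031, 0.958 ± 0.085 and 0.331 ± 0.199 in the same groups (SD, n = 4 each), from 27, 44 and 25.5 reads. An Ldb3 exon (chromosome 14, 34298943 to 34299301) was included at 0.96 ± 0.011, 0.656 ± 0.026 and 0.935 ± 0.019 (SD, n = 4 each), from 949, 1702 and 838 reads. A Ryr2 exon (chromosome 13, 11649193 to 11649216) was included at 0.009 ± 0.008, 0.202 ± 0.026 and 0.047 ± 0.036 (SD, n = 4 each). An event of Tpm2, named for its large difference, moved less, from 0.072 ± 0.041 to 0.722 ± 0.057 and 0.627 ± 0.036 (SD, n = 4 each). Of 16 named events with values in all 8 mutant libraries, 15 moved towards the WT Ctr level with the Tnpo3 virus, and Hyi stayed at 0. These events were chosen for their difference in P635L Ctr, whose libraries enter both differences. Movement this way can therefore arise without a virus effect. Over all called events, the opposite sign held on average in 70.8% in the planned simulation without such an effect. It held in 89.7% and 88.3% of events called between the WT groups when a mutant group followed. The named events were picked for a small FDR or a large difference, and no such share was computed for them alone. For 22 top events, a second simulation without a virus effect gave slopes no lower than -0.061. For Camk2g and Lrrfip1 the direction rested on single libraries. Ttn, Camk2d, Mlip, Ldb3, Pdlim5, Ryr2, Tpm2 and 2310057M21Rik reached the smallest exact permutation p of 0.0286 between the mutant groups, which became 0.0572 when adjusted over the named events, so that 0 passed. Under limma, with p adjusted over the named events alone, 8 of them passed, with adjusted p of 7.38e-05 for Ttn, 6.31e-05 for Ldb3 and 0.00588 for Camk2d. These values are not adjusted over all events tested. Tested directly between the mutant groups, limma called 10 of 12017 events (1152 at an unadjusted p under 0.05), of which 5 had been changed by the mutation and moved back and 0 moved further. Leaving out 1 library at a time gave from 0 to 6 events, with 6 without the P635L Tnpo3 library listed as the fourth.

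**Figure D3:**
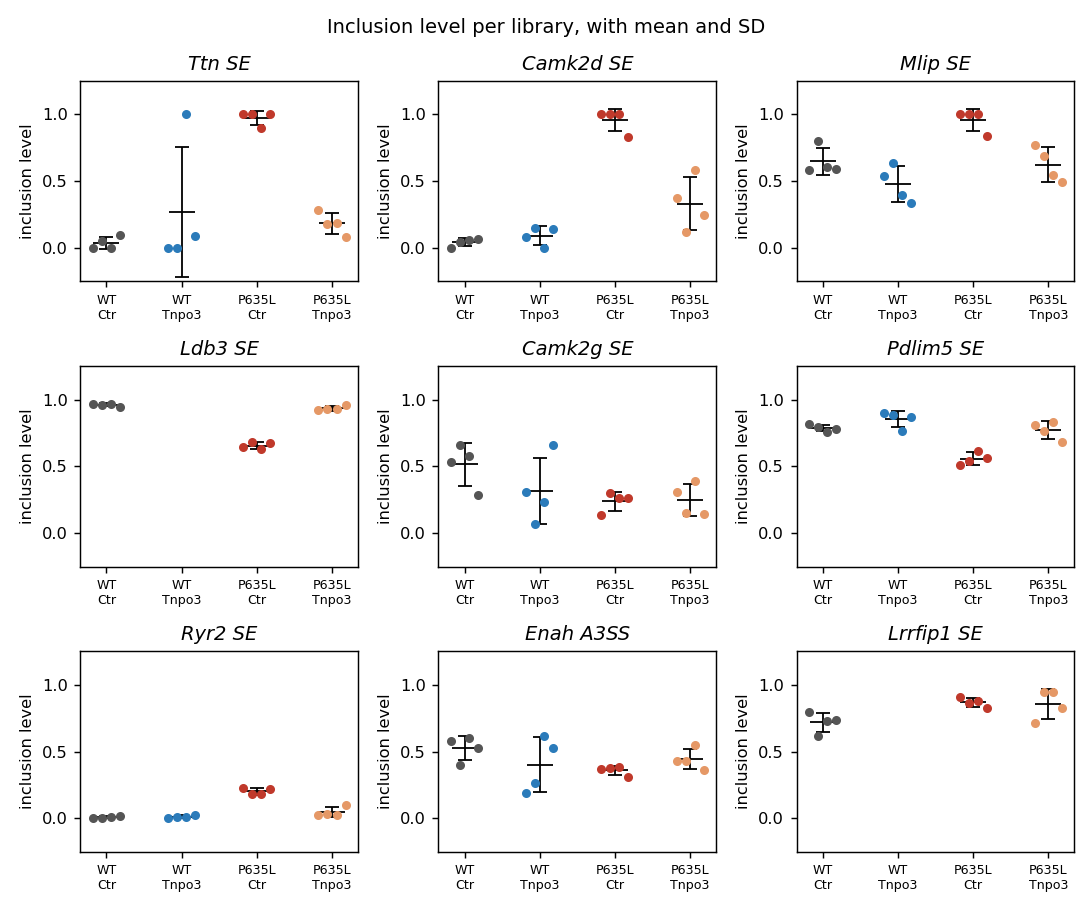
Inclusion level (0 to 1, vertical axes) of 9 events in RBM20 targets in the 4 groups, with a point per library, a horizontal line at the mean and bars of 1 SD, which can pass the limits of 0 and 1 that the level itself cannot. Ttn and Camk2d exons are near 1 in P635L Ctr and at means of 0.184 and 0.331 in P635L Tnpo3, and the wide bar of Ttn in WT Tnpo3 comes from 1 library with 5 reads, while Ldb3 and Lrrfip1 in WT Tnpo3 were not analysed here.

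The slope of the inclusion difference between P635L Tnpo3 and P635L Ctr on that between P635L Ctr and WT Ctr was -0.472 over the 809 events, with the opposite sign in 85.9% of them and an SD of 0.022 over the 4 libraries. This slope could not be separated from a return to the mean of events called by chance. Events called between the WT groups from the authors' table gave slopes of -0.47 over 292 events and -0.477 over 291 events when each mutant group in turn took the place of the group that follows. Over all events tested between the WT groups limma called 0, with 573 at an unadjusted p under 0.05. For P635L Ctr limma called 24, with 1240 at an unadjusted p under 0.05. The share of events called by chance may therefore be larger between the WT groups, which limits them as a control. The planned simulation without a virus effect gave slopes from -0.143 to -0.067, and a second, made after the slope had been seen and with few true differences, gave slopes from -0.36 to -0.292. Over the 22 events that limma also called, the slope was -0.547 with the opposite sign in 100% of them, and the second simulation gave no slope below -0.061 for as many top events. Those simulated top events had a mean slope of -0.017, so this comparison applies only if the 22 events were true differences.

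**Figure D4:**
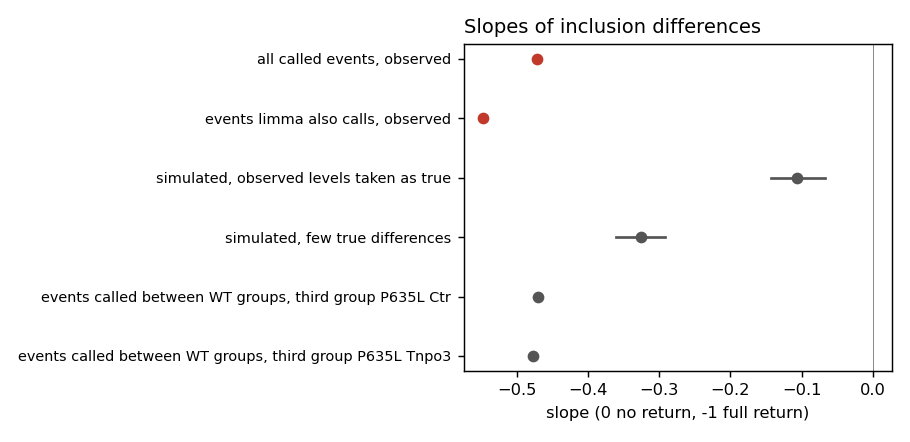
Slopes of inclusion differences (horizontal axis; 0 is no return and -1 a full return), with red points for observed values, grey points for comparisons without a virus effect or between WT groups, and horizontal lines from the lowest to the highest of 100 simulated data sets. The observed slope of all called events, -0.472, lies at the level of the events called between WT groups, -0.47 and -0.477, and the slope of the 22 events that limma also calls is -0.547.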

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

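The tests of counting error by Fisher's exact test, of a mislabelled library, of atrial tissue and of events that return towards the mean were chosen only after the results had been seen, and Myl7 was taken as the measure of atrial tissue after its level had been seen. The 8 gene lists of the report, the rules for naming genes and events and most alternatives were fixed before the data were examined. A library was taken as far from its group when its gap to the nearest of the others exceeded Dixon's critical value for 4 samples. Chance gives such a gap in about 5% of groups, so 8.2 of the 164 groups tested would show it, and 19 did. Of these 19, 13 were inclusion levels of named events, and in 6 of them the other libraries all had a single value, where any departure passes.

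Nppa was at 4510 CPM in P635L Tnpo3 replicate 4 and between 916 and 1200 CPM in the other libraries of that group, so the group mean of 1930 CPM was 1070 CPM without it. The same library moved back least, with an expression slope of -0.311. A swap with a library given the control virus is argued against by its Tnpo3 level of 234 CPM, far above the range of 41.6 to 49.4 CPM in those libraries. Atrial tissue in the mutant samples is argued against by Myl7, abundant in atria, which was at 0.0718 CPM in P635L Ctr and 0.226 CPM in WT Ctr while Nppa was at 7540 CPM. The dose of virus that reached this heart stays open. Its Tnpo3 level was the lowest of its group, but 4 libraries are too few for a correlation.

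Mthfd2 was at 6.69 CPM in WT Ctr replicate 1 against 1.97 to 2.64 CPM in the others of its group, where the mean was 2.4 CPM without it. Lgi1 was at 5.16 CPM in P635L Tnpo3 replicate 3 against 2.89 to 3.25 CPM, with a mean of 3.07 CPM without it. Nppb was at 1500 CPM in P635L Ctr replicate 2 against 888 to 974 CPM, with a mean of 940 CPM without it. That library is the deepest, but CPM are scaled for depth. No technical explanation was tested for these 3 genes, and the design gives no biological one for a single mouse of a group. WT Ctr replicate 1 also stood apart in the lymphocyte list, with a median log2 CPM of 4.5 against -1.07 to 0.69 in the other libraries. Whether this bears on its Mthfd2 level was not tested. Xist was at 587 CPM in WT Ctr replicate 4 against 0.796 to 2.39 CPM in the others of its group, with 0 counts of the Y-linked genes there, as a female mouse would give. The labels state that both sexes were used.

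Among the named events, the Ttn exon was at 1 in the library of WT Tnpo3 listed as the third, from 5 inclusion and 0 skipping reads, against 0 to 0.087 in the others, and the group mean of 0.272 fell to 0.029 without it. In P635L Ctr, Ttn was at 0.898 and Rtn4 at 0.896 in the library listed as the third, Camk2d at 0.831, Mlip at 0.837 and Enah at 0.307 in the one listed as the fourth, and 2310057M21Rik at 0.966 in the one listed as the second. The library listed as the third in P635L Ctr also held the first Tnxb exon at 0.636, against 0.188 to 0.263 in the others, and the Tpm2 event at 0.808, against 0.689 to 0.696. In WT Ctr, Mlip was at 0.803 in the library listed as the second, and the Tnxb exons were at 0.909 and 0.84 in the one listed as the fourth. Ryr2 was at 0.1 in P635L Tnpo3 listed as the fourth, against 0.027 to 0.033 in the others, and the group mean was 0.029 without it. Against the pooled reads of the other libraries of the group, a two-sided Fisher's exact test found no difference at p under 0.05 in 5 of these 13 libraries and a difference in 8. The smallest p was 2.89e-16, for Tpm2 with 1730 inclusion and 206 skipping reads. Counting error may account for some of these values but cannot be told apart from differences between mice, because the libraries were picked for lying apart and such a test sets a single mouse against counting noise alone. No biological explanation was tested.

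The splicing slope of the P635L Tnpo3 library listed as the third was -0.505 and those of the others lay between -0.462 and -0.459. Over all called events this slope is itself in doubt. Events called between the WT groups and continued to a mutant group gave a slope as low as -0.477, which is consistent with a return towards the mean of events called by chance. The P635L Ctr libraries shared by both differences explain less in the planned simulation, whose lowest slope was -0.143, but that simulation takes the observed levels as true and so cannot be told apart from the rest of the return. For the 22 events that limma also calls, the slope was -0.547, and the lowest slope simulated for as many top events without a virus effect was -0.061. The simulated top events hardly returned, with a mean slope of -0.017 against -0.325 over all simulated events. The simulation therefore argues against a return towards the mean only if the 22 events were likewise true differences. A return of these events with the Tnpo3 virus stays a hypothesis, found and tested on the same mice.

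The effect of the Tnpo3 virus differed between WT and P635L hearts in 94 genes by the interaction term. Drawing the virus at random within each genotype gave as many genes in 5 of 100 assignments, the real one included, and the largest other count was 877, so a chance assignment stays open for the number of genes. Without WT Tnpo3 replicate 4 the count was 221, and without P635L Tnpo3 replicate 3 it was 52. For the named genes the interaction on the log2 scale was 6.81 for Gm34302, 6.53 for Myh7b, 3.58 for Lgi1, 3.57 for ENSMUSG00000120208 and 3.31 for Rhd. It was -2.1 for Casq1, -1.85 for Crispld1, -1.79 for Fzd2, -1.72 for ENSMUSG00000121059 and -1.69 for Gm12295. The edgeR adjusted p of Crispld1 was 0.0454 and ranged from 0.00138 to 0.122 over 29 alternatives, of which 15 reached or passed 0.05. That of Gm34302 ranged from 2.75e-10 to 0.118 and reached or passed 0.05 in 2. Those of the other named genes stayed under 0.05 in all alternatives run, with a highest value of 0.0452 for Gm12295. Myh7b, Lgi1, Casq1 and Crispld1 overlap a gene on the other strand, so their counts may not be theirs alone. These genes were chosen for the largest interaction, and the effect of genotype on the response to the virus is the biological explanation the design gives.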

How the results depend on the processing

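The alternatives without the libraries rich in ENSMUSG00000119584 or high in Xist, with that gene's share as a covariate, with thinned counts, with a term inside the WT groups, with the replicate block in the groups of 1 genotype alone, with weighted limma, with skipped exons alone, without Ttn and with the events limma also calls, the other tools and filters for the expression recovery slope and the Tnpo3 fold changes, and the direct limma test between the mutant groups, were tests chosen only after the data were seen. The others were fixed before the data were examined.

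In the number of genes changed, P635L Ctr against WT Ctr stayed within 1.5 times 2653 under the alternatives run, except with a fold change threshold of 1, which by construction gave 1128. The same threshold gave 253 where the comparison was, for genes changed, P635L Tnpo3 against P635L Ctr, and 307 for genes changed, P635L Tnpo3 against WT Ctr. DESeq2 gave 1396 and 1135 in the latter comparisons, 4 for genes changed, WT Tnpo3 against WT Ctr, and 421 genes with a virus by genotype interaction. The authors' deposited table gave 3 genes in WT Tnpo3 against WT Ctr and 1198 in P635L Tnpo3 against WT Ctr. The interaction had 146 genes with no filter on low counts and 144 with the Xist covariate. P635L Tnpo3 against P635L Ctr had 2846 genes with these 8 libraries alone, a fit that the wider spread of the WT libraries does not enter. Without the 3 libraries rich in ENSMUSG00000119584 there were 0 genes in WT Tnpo3 against WT Ctr (1720 at an unadjusted p under 0.05), 1482 in P635L Tnpo3 against P635L Ctr, 319 in P635L Tnpo3 against WT Ctr and 322 for the interaction. Without the 3 libraries high in Xist there were 0 in the first (1103 at an unadjusted p under 0.05), 1282 in the second and 54 for the interaction. A term that parts WT replicates 1 and 2 from 3 and 4 gave 1456 genes in P635L Tnpo3 against P635L Ctr and 287 for the interaction. Apart from the threshold and the counts that fell in fits with fewer libraries, the cause was not tested. In P635L Tnpo3 against WT Ctr, upper-quartile scaling moved the balance from 278 higher and 295 lower to 350 and 246.

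With 1 library left out at a time, the counts ran from 1814 to 2545 in P635L Ctr against WT Ctr, from 1 to 3 in WT Tnpo3 against WT Ctr, from 282 to 591 in P635L Tnpo3 against P635L Ctr, from 282 to 687 in P635L Tnpo3 against WT Ctr and from 52 to 221 for the interaction. The 3 genes came without WT Tnpo3 replicate 3. The 282 genes came without P635L Tnpo3 replicate 3 in the one comparison and without P635L Tnpo3 replicate 4 in the other. The interaction had 221 genes without WT Tnpo3 replicate 4 and 52 without P635L Tnpo3 replicate 3. These fits have fewer libraries, which by itself lowers a count, and the cause of the counts that rose was not tested.

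The Tnpo3 fold change in WT ran from 2.53 to 2.97 with 1 library left out, and the Tnpo3 fold change in P635L from 3.1 to 3.6. The former was 2.64 (edgeR adjusted p = 0.281) without the libraries rich in ENSMUSG00000119584 and 2.55 (edgeR adjusted p = 0.102) without those high in Xist, within a range of adjusted p from 4.73e-29 to 0.281 over 24 alternatives. These 2 fits have fewer WT libraries. In P635L hearts the adjusted p ranged from 1.43e-32 to 0.00664 over 23 alternatives. The expression recovery slope went from -0.474 to -0.395 with 1 library left out and to -0.374 without the libraries rich in ENSMUSG00000119584, which is less than its spread between libraries. Splits of the P635L Ctr libraries between the fold changes gave a mean of -0.384, and 1 of the 6 splits gave -0.324, a move larger than that spread.

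Over the 4 groups the replicate numbers did not pair the libraries. Only 6 of 24 same-numbered pairs had a correlation of deviations across genes over 0.1, with values from -0.34 to 0.65, and the median was -0.063 for the same number and 0.029 for different numbers. Within the WT groups the 4 same-numbered pairs were all positive, from 0.079 to 0.65, with a mean of 0.371, and 2 of 24 matchings of the numbers gave a mean as high (exact p = 0.0833). Pairing inside WT is therefore neither shown nor excluded. Within the P635L groups the values ran from -0.145 to 0.259, and 8 of 24 matchings gave a mean as high (exact p = 0.333). With the replicate number as a block, genes changed, P635L Ctr against WT Ctr, numbered 2487, genes changed, WT Tnpo3 against WT Ctr, 1, genes changed, P635L Tnpo3 against P635L Ctr, 677, genes changed, P635L Tnpo3 against WT Ctr, 490, and genes with a virus by genotype interaction 113. The blocked Tnpo3 fold change in WT was 2.84, the Tnpo3 fold change in P635L 3.36 and the expression recovery slope -0.441, and 23 list tests passed. With the block in a fit on the 8 libraries of 1 genotype, genes changed, WT Tnpo3 against WT Ctr, numbered 1 (425 at an unadjusted p under 0.05) and genes changed, P635L Tnpo3 against P635L Ctr, 2532, near the 2846 of that fit without the block. The block changed the call of 2 lists, both of the lymphocyte genes, from a camera adjusted p of 0.162 to 0.0175 in P635L Ctr against WT Ctr and from 0.264 to 0.0309 for the interaction, and of no others. Of the 40 gene list tests without the block, camera called 21, fry 4 and camera with an estimated correlation 0 (the cause was not tested).

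Of 52 results on single genes, with 1256 values under the alternatives, 13 changed their side of the threshold somewhere. There were 60 weaker, 14 stronger and 0 reversed values, and 33 of the weaker ones came from leaving out 1 library.

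For splicing events changed, P635L Ctr against WT Ctr had 1511 with an inclusion difference of at least 0.05, 265 with one of at least 0.2, 556 at an FDR under 0.01, 281 with at least 50 junction reads and 575 from skipped exons alone. For splicing events changed, P635L Tnpo3 against WT Ctr had 1274, 236, 437, 265 and 320 in the same order. For splicing events changed, WT Tnpo3 against WT Ctr had 523, 106, 134, 40 and 180, and 478 with no minimum of reads. Each of these follows from its construction. Unweighted limma gave 35, 2 and 0 events and weighted limma 24, 3 and 0 (573 at an unadjusted p under 0.05 for the last). With 1 library left out weighted limma gave from 13 to 20, from 0 to 2 and from 0 to 0 events, with 13 without the P635L Ctr library listed as the second. The direct limma test of the mutant groups went from 10 events (1152 at an unadjusted p under 0.05) to between 0 and 6. Weighted limma recovered 11% of simulated inclusion changes of 0.2 and 66% of those of 0.4, so it missed most of the smaller changes. Whether the depth of the junction reads, the number of mice or the spread between them limits it was not tested.

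The splicing recovery slope was -0.547 over the events limma also calls and -0.411 as the mean over splits of the P635L Ctr libraries between the differences, and the cause was not tested. Those 6 splits held from 1 to 8 events, 3 of them a single event, with slopes from -0.663 to -0.195, so they say little about the slope over 809 events. It ran from -0.49 to -0.453 with 1 library left out. Of the named events, 0 passed the adjusted exact permutation test and 8 passed limma with p adjusted over the named events alone. From 0 to 0 passed the exact test with 1 library left out, where the lowest adjusted p was 0.0508.

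For the Camk2g SE event 5, P635L Tnpo3 against P635L Ctr differed by 0.008, and this reversed to -0.027 without the P635L Ctr library listed as the first, to -0.012 without the P635L Tnpo3 library listed as the first and to -0.039 without the one listed as the third, in a range from -0.039 to 0.043. For the Lrrfip1 SE event 11, P635L Tnpo3 against P635L Ctr differed by -0.01, and this reversed to 0.003 without the P635L Ctr library listed as the first, to 0.037 without the P635L Tnpo3 library listed as the first and to 0.001 without the one listed as the fourth, in a range from -0.04 to 0.037. Both differences were smaller than their SD between libraries, and the cause was not tested.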

Other observations

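The tests of the libraries rich in ENSMUSG00000119584 and their rank by transcripts without a poly(A) tail, of the libraries high in Xist, of thinned depth, of tissue markers, of a share of cardiomyocytes and of the split inside the WT groups or time of day as the whole cause of the virus effect were chosen only after the results had been seen. The clock genes and the split inside the WT groups were also looked at only after the data had been seen, and what would decide on the genes 4-fold apart was changed after their values had been seen.

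Other splits of the same libraries were counted for each comparison, the real split included. In P635L Ctr against WT Ctr, P635L Tnpo3 against P635L Ctr and P635L Tnpo3 against WT Ctr, 1 of the 35 splits of the 8 libraries gave as many genes, and the highest other counts were 0, 4 and 0. In WT Tnpo3 against WT Ctr, 10 of 35 splits gave as many genes. For splicing events under weighted limma, 1 of the 35 splits gave as many in P635L Ctr against WT Ctr, in P635L Tnpo3 against WT Ctr and in the direct test of the mutant groups. In WT Tnpo3 against WT Ctr, where limma called 0 events (573 at an unadjusted p under 0.05), 35 of 35 splits did.

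Explanations by library quality were tested for the 2653 genes changed in P635L Ctr against WT Ctr. Without the 3 WT libraries rich in ENSMUSG00000119584, 1744 of these genes were called again, and without the 3 high in Xist 2281 were, so neither set of libraries explains most of the calls. The second result also bears on sex, since 0 of the 8 P635L libraries were female-like. After thinning to the smallest library 2439 were called again, and with the trend on gene length or GC content of each library removed 2516 and 2501 were. Whether spread from the libraries rich in ENSMUSG00000119584 hid some genes changed, WT Tnpo3 against WT Ctr, stays open. With the share as a covariate 1 gene was called (767 at an unadjusted p under 0.05, against 597 without it). Without these libraries 0 were called but 1720 had an unadjusted p under 0.05, and too few libraries were left to decide.

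ENSMUSG00000119584 held 19.96%, 21.22% and 22.65% of counts in 3 WT libraries. Of 17 transcripts without a poly(A) tail, 8 were tested, and their median log2 difference between the rich and the other libraries was 0.82 in WT Ctr, at percentile 99.7 of matched random lists, with 6 of 8 genes higher. In WT Tnpo3, where 1 library is rich, 5 of 8 were higher. By the median deviation of the list the rich ones were the 1st, 2nd and 5th of the 8 WT libraries, and 3 of the 56 choices of 3 libraries gave as high a mean deviation (one-sided exact p = 0.0536). Less complete selection of polyadenylated RNA in those libraries therefore stays open, as 3 libraries and 8 genes are too few to decide. No biological explanation was tested.

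Markers of other tissues were set against the genes that rose in P635L Ctr. Casq1 and Mybpc2, at 321 and 288 CPM, are also expressed in skeletal muscle, but Myh4, abundant there, had 0 CPM in P635L Ctr (0 counts in all 4 libraries), which argues against skeletal muscle in the samples. Of the 9 genes of that list 5 were expressed enough to be tested, with a median of 0.33, or 0.19 without WT Ctr replicate 4. The fibroblast list had a median log2 fold change of 0.8 (camera adjusted p = 2.76e-06). The macrophage list had one of -0.64 and was not called (camera adjusted p = 0.0871, negative in 8 of 8 genes, 1 changed). A lower share of cardiomyocytes would raise both. The macrophage list did not rise, which argues against such a share, although its fall was not called. A change in fibroblasts themselves stays open. The macrophage median was -0.15 without WT Ctr replicate 1. The endothelial list was at -0.15 (-0.07 without P635L Ctr replicate 2), the atrial list at 1.41 with 4 of 7 genes tested, the adipocyte list at -2.45 with 2 of 6 and the erythrocyte list at 0.14 (-0.1 without WT Ctr replicate 2). All 8 macrophage, 7 fibroblast, 7 endothelial and 5 erythrocyte genes were tested. With no filter on low counts the atrial median was -0.69. With the Tnpo3 virus in P635L hearts the macrophage list moved by 0.72 and the fibroblast list by -0.64.

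The lymphocyte and antigen presentation list was lower in every other group than in WT Ctr, and this rested on 1 library. WT Ctr replicate 1 had a median of 4.5 on the log2 CPM scale over 17 genes and 1440 CPM of Cd74, while the other libraries lay between -1.07 and 0.69. Without it the median of the list in P635L Ctr against WT Ctr went from -1.93 to 0.5, in WT Tnpo3 against WT Ctr (camera adjusted p = 0.00491) from -2.24 to 0.25 and in P635L Tnpo3 against WT Ctr (camera adjusted p = 0.035) from -1.89 to 0.08. A candidate explanation is lymphoid tissue or infiltrating cells in that sample, which was not tested further.

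The largest of the other splits of the WT libraries, with 3054 genes, parted replicates 1 and 2 from replicates 3 and 4 under both viruses. The split was picked out for its size, so what follows is a hypothesis. In a fit on 16 libraries 2933 genes differed between them. Over 6 clock genes not looked at before, the median log2 difference was -0.89, over 10 clock output genes it was -1.09, and over 4 genes of the opposite phase it was 0.84. These lay at percentiles 0, 0 and 100 of matched random lists. This is consistent with a different time of day at harvest. Linked variants of a colony were neither shown nor excluded, since 10.2% of the 59 genes that differ by 4-fold lay within 1 Mb of another one, against a median of 6.78% in random sets (permutation p = 0.392), and 59 genes are few for this test. Without the libraries rich in ENSMUSG00000119584 162 of the genes were called again, and without those high in Xist 452 were. These causes cannot be told apart from the split, because leaving out 3 of 8 WT libraries also leaves too few.

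The clock genes also moved, as lists, between the study's groups. The median of the clock output genes was -0.92 in P635L Ctr against WT Ctr and 0.92 in P635L Tnpo3 against P635L Ctr, at percentiles 0 and 100, and that of the opposite-phase genes was 0.57 and -0.99. Without WT Ctr replicate 4 the first of each pair became -0.55 and 0.27. Over the 6 genes not looked at before the medians were smaller, at -0.37 and 0.53. The percentiles set a list against random genes and do not measure the spread between mice. Of the output genes, only Ciart was called with the mutation (edgeR adjusted p = 0.0368). None was called with the virus in P635L hearts, where the lowest edgeR adjusted p was 0.0586. Of the opposite-phase genes, only Npas2 was called, in both comparisons (edgeR adjusted p of 0.016 and 0.0223). A different time of day at harvest may still contribute to both comparisons, and an effect of heart disease on the clock would look alike. The split inside the WT groups, and time of day as far as that split reflects it, are argued against as the whole cause of the virus effect. Over 1128 genes that were changed by the mutation and quiet between those WT replicates the expression slope was -0.436, as over all genes. Their median absolute log2 difference was 0.0993 between the WT replicates and 0.478 with the virus in P635L hearts. The P635L Ctr libraries shared by both fold changes are argued against too, since the lowest of 100 slopes simulated without a virus effect was -0.102. Time of day as a part of the return of expression with the Tnpo3 virus stays open.

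The biological coefficient of variation was 0.328 in WT Ctr and 0.3 in WT Tnpo3, against 0.169 and 0.176 in the P635L groups. A larger spread between WT libraries is consistent with the larger count when the mutant groups are fitted alone. In the number of genes changed, P635L Tnpo3 against P635L Ctr then gave 2846 against 724. The lowest values with 1 library left out were 0.269 without WT Ctr replicate 1 and 0.238 without WT Tnpo3 replicate 4.

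In P635L Tnpo3 against WT Ctr, 81.3% of the 225 changed retained introns were more retained, while in P635L Ctr 46 of 91 were. The median inclusion of all retained introns per library was 0.178 to 0.193 in P635L Tnpo3 and 0.11 to 0.167 in WT Ctr. Unspliced RNA in these libraries may explain the excess, although the median difference over all introns was 0.011, and an effect of the virus in mutant hearts stays open.

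Every P635L library lay at least 4-fold apart from every WT library in 9 genes, among them Gm6969 and Casq1. Chance gives 0.0155% of genes without overlap. Of these genes 0% lay within 1 Mb of another one, as in the median random set (0%), and 0 lay within 10 Mb of Rbm20. Casq1 and Ifi202b, which start at 172037461 and 173790134 on chromosome 1, lay further apart than that window. Casq1 was higher in the P635L libraries and the other genes were lower. The virus changed 1 of the genes in P635L hearts, Casq1, and 8 had no such change. The median share of the mutation effect undone by the virus was 0.068. Linked variants of a colony and the heart disease cannot be told apart for them, because 9 genes are too few. The labels do not say whether WT mice were littermates.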
